A study of Mus musculus with 2 samples. Its data were reported in "YTHDF2 inhibition potentiates radiotherapy anti-tumor efficacy" (2023).

How the data were processed

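Single-cell RNA sequencing was performed on CD45+ cells sorted from MC38 tumors, a mouse colon carcinoma line grown under the skin of mice. One library came from untreated tumors (Control) and 1 from tumors given a single dose of 20 Gy of ionizing radiation 4 days before collection (IR). Each library held cells of several pooled tumors, so there was 1 library per group and no replicate. The sample records also carry a narrower cell label (CD45+CD11b+Ly6Chi) that differs from the CD45+ sort in the protocol, and the lineages found are given with the observations.

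The authors deposited raw UMI counts per gene and barcode, 1 matrix per library, made with Cell Ranger from 10x Chromium droplet libraries. A UMI (unique molecular identifier) marks 1 captured RNA molecule. The header of both matrices names Cell Ranger 4, while the methods of the study name a later release. The matrices were unfiltered, with 32285 genes each and 1067746 barcodes in the Control library and 990007 in the IR library. Total UMIs were 48593879 in Control and 42406461 in IR.

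Cells were called per library in the manner of Cell Ranger. Barcodes were kept that had at least the UMIs of the 99th percentile of the top 3000 barcodes divided by 10. Other barcodes with at least 500 UMIs were set against the profile of empty droplets (ranks 45001 to 90000) with 10000 simulations, and kept at a Benjamini-Hochberg adjusted value of 0.01 or less. This gave 5434 Control and 3738 IR barcodes. When tested on simulated data, the second step called 0 of 200 simulated empty droplets in Control and 1 of 200 in IR, and 170 and 187 of 200 simulated cells. Cells with under 200 genes or over 25% mitochondrial UMIs were removed, as in the study, which left 4949 and 3542. The study removed doublets with DoubletFinder, which was not used here. The 6% of cells with the highest Scrublet score (scanpy 1.11.5) were removed in its place, 297 in Control and 213 in IR. The automatic threshold of Scrublet marked 0 cells in either library and is taken as not having worked. The final set held 4652 Control and 3329 IR cells, with a median of 6594 and 7609 UMIs.

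Both libraries were clustered together without integration in Seurat 5.3.0 (R 4.3.3): genes in more than 3 cells, 2000 variable genes, 40 principal components and Louvain clustering at resolution 0.8, a default that the study does not state. Clusters were named from marker lists fixed before the data were examined. The cutoffs for a marker to count were set after clustering: detected in 10% of a cluster's cells and at 25% or more of the highest cluster's CPM (a gene's UMIs scaled to the total UMIs of the population). Of 24 clusters, 20 were named and 4 stayed unnamed. A cluster stayed unnamed when its 10 leading genes by fold held more markers of another class than of its own, when it was shallow and held none of its own, or when fewer than 3 markers counted.

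UMIs were summed per library and cell population and expressed as CPM. With 1 library per group no test was run and no p-value is given. Counts carry exact Poisson and shares exact Clopper-Pearson 95% intervals, which cover counting error only and neither animal nor library variation. Intervals of list medians came from 2000 Poisson resamplings of the counts. A gene list was summarised by the median log2 CPM ratio, IR over Control, of its genes with at least 20 UMIs, and by the percentile of that median among 10000 random lists matched on mean expression, as a description of these libraries. Of the 15 interferon genes listed, Mx1 had no matching symbol and 14 were used.

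Monocyte-gate and macrophage-gate cells were separated by a UMI rule. Each monocyte/macrophage-like cell was thinned to 2000 UMIs and placed in the monocyte gate when its UMIs of Ly6c2, Plac8, Ms4a4c, Ccr2, Chil3 and Hp exceeded those of C1qa, C1qb and C1qc. Cycling cells had at least 3 UMIs of 11 cycling genes at that depth, and T cell-like cells were thinned to 1000 UMIs before Cd8a, Cd8b1, Cd4 and Foxp3 were scored. The genes named for the class had at least 100 CPM in 1 library, a log2 ratio of CPM plus 10 of at least 1 in size in the class and at least 0.5 with the same sign in both gates. Mitochondrial genes, Xist and Y-linked genes were left out, and the 8 largest in each direction are named. The value of 1 gene of the lists is not reported here. On simulated sums of monocyte/macrophage cells over 32285 genes, the rule selected 200 of 200 changed genes and 0 unchanged ones. The changes were set well beyond the limits of the rule, and both gates were drawn from the same profile with counting error only. The simulation therefore checks the computation and not selections caused by a shift of cells or a library difference.

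The alternatives concerned cell calling, the mitochondrial limit, doublets, clustering resolution, gate genes and depth, cycling and T cell depth, TMM scaling (edgeR 4.0.16), the CPM total, free RNA, the pseudocount, the denominator of the shares and the class of unnamed clusters. An alternative value counted as a change of size when it left the 95% interval of the main ratio, by the log method for shares, the exact conditional method for counts and resampling for lists. Gene positions are those of GENCODE vM21 on GRCm38 (mm10), the assembly of the study with another annotation release, matched by Ensembl identifier for 32158 of 32285 genes.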

Results

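The immune cells of MC38 tumors were profiled in 1 Control library and 1 IR library, the latter collected 4 days after 20 Gy. After filtering, 4652 Control cells and 3329 IR cells remained, with 37158910 and 33569596 UMIs in all. The median was 6594 UMIs and 2150 genes per Control cell, and 7609 UMIs and 2271 genes per IR cell. Differences below compare these 2 libraries and have no replicate check.

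The first comparison asked how irradiation changed the immune composition of the tumor. Monocyte/macrophage-like cells made up 43.9% of Control cells (95% exact binomial interval 42.4% to 45.3%) and 42.3% of IR cells (40.6% to 44.0%), and the intervals overlapped. The alternative that moved this ratio of 0.96 most, Louvain resolution 0.4, gave 0.79. T cell-like cells were 11.2% of Control cells (10.3% to 12.2%) and 8.32% of IR cells (7.40% to 9.31%), a ratio of 0.74. With an unnamed cluster of mixed T cell and macrophage RNA counted in, they were 16.8% and 15.5%, a ratio of 0.92. No interval is given for these shares, so a fall beyond counting error is shown only with that cluster left out. NK cell-like cells were 8.53% (7.75% to 9.37%) in Control and 13.6% (12.4% to 14.8%) in IR. The rise lay in the cluster led by Gzma and Klra8, from 3.91% (3.37% to 4.51%) to 8.86% (7.92% to 9.88%). The other NK cell-like cluster held 4.62% and 4.72%. Dendritic cell (DC)-like cells were 5.40% (4.76% to 6.08%) in Control and 8.65% (7.72% to 9.66%) in IR. Neutrophil-like cells were the class with the largest ratio, 37 cells or 0.80% (0.56% to 1.09%) in Control and 196 cells or 5.89% (5.11% to 6.74%) in IR, a ratio of 7.40. Mast cell or basophil-like cells rose from 41 to 68 cells, from 0.88% (0.63% to 1.19%) to 2.04% (1.59% to 2.58%). B cell-like cells numbered 15 and 8, and a difference was not detectable at this depth.

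**Figure D1:**
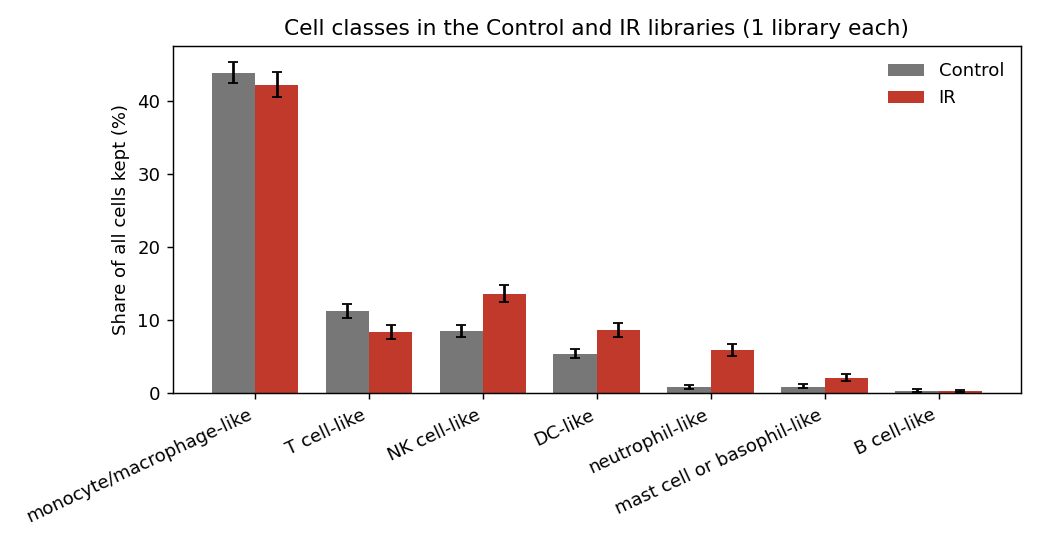
Share of all cells kept (%, vertical axis) for 7 cell classes in the Control (grey) and IR (red) libraries, with exact 95% binomial intervals as error bars that cover counting error only. Neutrophil-like cells rose from 0.80% to 5.89% while T cell-like cells fell from 11.2% to 8.32%.

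Of 24 clusters, 4 were left unnamed by cutoffs set after the data had been seen. An unnamed cluster that expressed macrophage markers but was led by Dcstamp, Ccl17 and Tnip3 held 12.6% (11.7% to 13.6%) of Control and 3.24% (2.67% to 3.90%) of IR cells. The cluster with mixed T cell and macrophage RNA held 5.55% and 7.18%, a shallow cluster 6.32% and 4.30%, and a cluster of 14 cells was seen in Control alone (0 of 3329 IR cells, where 3 counts, the limit taken for a count of 0, make 0.0901% and the exact interval reaches 0.111%). Fibroblast-like cells were 4.21% of Control and 4.30% of IR cells, a ratio of 1.02. The cell call changed this ratio to 1.33 with at least 1000 UMIs and to 1.74 with at least 200 genes. The ratio pooled clusters that moved in opposite directions, with no overlap of intervals in either. A fibroblast-like cluster with a median of 788 UMIs fell from 2.69% to 1.68%, and one of large cells rose from 1.53% to 2.61%. Counting the unnamed cluster led by Dcstamp in the monocyte/macrophage class gave shares of 56.4% and 45.5%.

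The second comparison concerned the monocytes high in Ly6c2 and low in C1qa that the study named. They were gauged by the monocyte gate, which sums several monocyte genes and does not require Ly6c2. Ly6c2 (ENSMUSG00000022584) encodes a surface protein of inflammatory monocytes and lies on chromosome 15 of GRCm38 from 75108158 to 75111970, and the C1q genes mark macrophages. Among monocyte/macrophage-like cells thinned to 2000 UMIs, 547 of 1933 Control cells (28.3%, 26.3% to 30.4%) and 998 of 1354 IR cells (73.7%, 71.3% to 76.0%) fell in the monocyte gate, a ratio of 2.60. The thinning left out 107 Control and 53 IR cells, and without it the shares were 29.6% and 74.6%. The gate that moved the ratio most, at least 1 UMI of Ly6c2 and none of C1qa, gave 3.60. A monocyte-like cluster led by Hp, Ace and Adgre4 supplied 165 of the 547 Control and 227 of the 998 IR cells of the main gate. Ace and Adgre4 were listed as markers of nonclassical monocytes, so the main gate shares are not shares of Ly6c2-high cells alone.

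**Figure D2:**
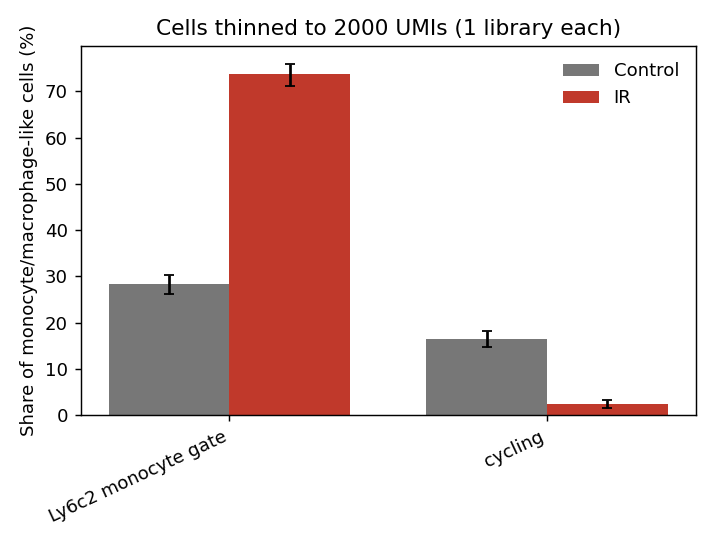
Share of monocyte/macrophage-like cells (%, vertical axis) in the monocyte gate (labelled Ly6c2 monocyte gate, though Ly6c2 is not required) and in the cycling state. Control is grey and IR red, after thinning to 2000 UMIs, with exact 95% binomial intervals for counting error only. The gate share was 28.3% in Control and 73.7% in IR, and the cycling share 16.4% and 2.36%.

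Cycling cells were 317 of 1933 Control cells (16.4%, 14.8% to 18.1%) and 32 of 1354 IR cells (2.36%, 1.62% to 3.32%) of the same class. Without thinning the shares were 25.3% and 5.40%, which moved the ratio from 0.14 to 0.21.

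Ythdf2 (ENSMUSG00000040025) encodes a reader of the RNA modification m6A and was the target of the study. It lies on chromosome 4 from 132184912 to 132212303. In monocyte-gate cells Ythdf2 had 148 UMIs in Control, or 39.996 CPM (exact Poisson interval 33.8 to 47.0), and 353 UMIs in IR, or 37.9 CPM (34.1 to 42.1). The log2 ratio was -0.08, the intervals overlapped, and a difference was not detectable at this depth. The alternative that moved it most, all monocyte/macrophage-like cells in place of the gate, gave -0.24. There Ythdf2 had 43.8 CPM (40.8 to 47.0) in Control and 37.2 CPM (34.0 to 40.6) in IR, and the intervals did not overlap. Ythdf2 was at 44.9 and 35.6 CPM (log2 ratio -0.33) in macrophage-gate cells and 37.7 and 50.3 CPM (0.42) in T cell-like cells. It was at 40.9 and 39.6 CPM (-0.05) in NK cell-like cells and 46.2 and 63.5 CPM (0.46) in DC-like cells. The Control and IR intervals overlapped in each, which does not by itself rule out a difference. The intervals of Ythdf1, Ythdf3, Ythdc1, Mettl3, Mettl14, Alkbh5 and Fto also overlapped in monocyte-gate cells, where their log2 ratios ran from -0.33 for Mettl3 to 0.02 for Mettl14.

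Gene lists were then compared within the gates. The NF-kB list (21 genes) had a median log2 ratio of 0.39 (0.28 to 0.48) in monocyte-gate cells, with 19 genes higher in IR, and lay above all 10000 matched random lists. In macrophage-gate cells the median was 0.26 (0.13 to 0.32), at percentile 99.9, with 11 genes higher and 10 lower. In the whole class it was 0.75, which includes the shift between gates. The interferon list (14 genes) had a median of 1.91 (1.80 to 2.04) in monocyte-gate cells and 1.95 (1.80 to 2.06) in macrophage-gate cells, with 14 of 14 genes higher in IR in each, and 2.48 in the whole class. The p53 list, a direct response to ionizing radiation, had 13 genes with enough UMIs. Its median was -0.08 (-0.31 to 0.12) in monocyte-gate cells, at percentile 43.6, and 0.16 (-0.02 to 0.41) in macrophage-gate cells, at percentile 98.4. In macrophage-gate cells 8 genes were higher and 5 lower in IR. Cdkn1a (346 to 509 CPM), Mdm2 (78.2 to 120 CPM), Phlda3 (4.48 to 15.2 CPM), Bax (223 to 288 CPM) and Sesn2 (9.92 to 16.2 CPM) were higher there with no overlap of intervals. The 5 lower genes had overlapping intervals.

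**Figure D3:**
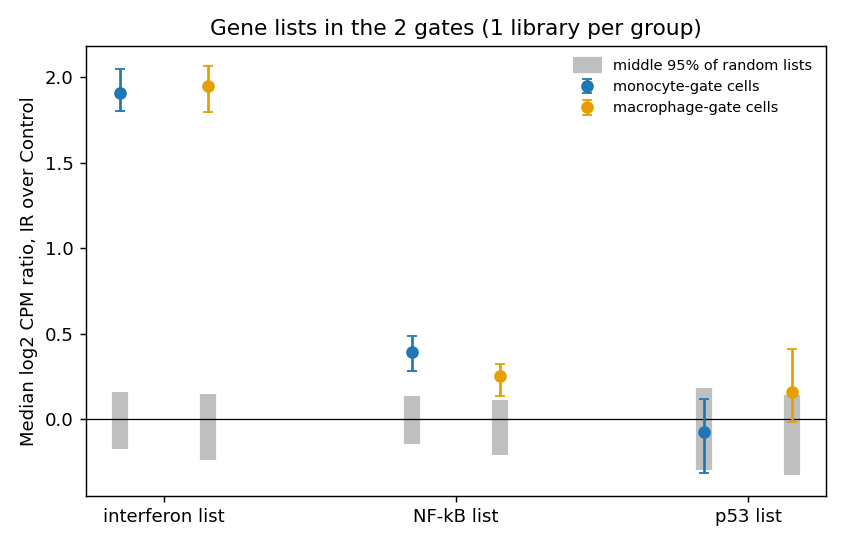
Median log2 CPM ratio, IR over Control (vertical axis), of 3 gene lists in monocyte-gate (blue) and macrophage-gate (orange) cells, with resampled 95% counting intervals as error bars and the middle 95% of 10000 matched random lists in grey. The interferon medians of 1.91 and 1.95 lie far above the random lists, the p53 median of -0.08 in monocyte-gate cells lies within them, and that of 0.16 in macrophage-gate cells lies just above their upper limit of 0.14.

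The MHC class II genes were lower in IR in monocyte-gate cells. H2-Ab1 fell from 2504 to 1781 CPM, H2-Aa from 2877 to 1986 CPM, H2-Eb1 from 1955 to 1330 CPM, Cd74 from 8434 to 6498 CPM and Ciita from 46.5 to 24.4 CPM. None of these intervals overlapped, and the 5 genes were lower in macrophage-gate cells as well. The make-up of the monocyte gate also changed. Macrophage-like clusters led by Mmp12, Cdca3 and Retnla supplied 54, 36 and 35 of its 547 Control cells. In IR they supplied 17, 15 and 12 of 998, while the macrophage-like cluster led by Clec5a went from 45 to 162. Part of these falls may therefore come from the mix of cells in the gate. TMM scaling shifted log2 ratios of the whole class by 0.10, and it moved the MHC class II median in monocyte-gate cells from -0.53 to -0.45.

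Of 36 suppression, chemokine, receptor and NF-kB regulator genes, 16 differed by 1.5 times or more in monocyte-gate cells with intervals that did not overlap. The chemokines Ccl12 (48.9 to 289 CPM), Ccl7 (194 to 764 CPM), Ccl4 (289 to 1044 CPM), Ccl2 (632 to 1780 CPM), Ccl3 (193 to 501 CPM), Cxcl10 (625 to 1574 CPM) and Cxcl2 (2334 to 5504 CPM) were higher in IR. So were Nos2 (55.9 to 99.9 CPM), Cd274 (138 to 224 CPM), Ccr1 (268 to 436 CPM) and Socs3 (288 to 470 CPM). Cxcr2, a gene of neutrophils, had 2 and 81 UMIs, a log2 ratio of 4.01 (counting interval 1.82 to 7.37). Ccl8 (17.6 to 3.76 CPM), Mrc1 (182 to 58.8 CPM), Cxcl9 (697 to 237 CPM) and Ccl6 (1632 to 1059 CPM) were lower. The falls of Ccl8 and Mrc1 may come in part from the changed mix of cells in the gate given above. Of the other 20 genes, 13 were higher and 7 lower in IR. Arg1 rose from 1859 to 2358 CPM, Vegfa from 181 to 241 CPM and Metrnl from 187 to 231 CPM, with no overlap of intervals. Ccr2, itself a gene of the monocyte gate and so tied to the selection of these cells, had 716 and 480 CPM there, a log2 ratio of -0.58, against -0.16 over the whole class. Il10 (4.86 and 8.49 CPM), Nr4a1 (333 and 326 CPM) and Smpdl3b (41.4 and 45.4 CPM) had overlapping intervals. Over the whole class, which adds the shift between gates, Nr4a1 (180.1 and 265 CPM) and Smpdl3b (35.5 and 47.4 CPM) were higher in IR with no overlap, and Smpdl3b was also higher in macrophage-gate cells (33.2 and 52.1 CPM). Il10 went the other way over the whole class, with a log2 ratio of -0.43, as did Cxcl16, at -0.20. In macrophage-gate cells alone Il10 fell from 9.92 to 2.46 CPM, Ccl6 rose from 1668 to 2662 CPM, each with no overlap, and Ccl12 had a log2 ratio of -0.03 with overlap.

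The genes named by the fixed rule in the whole class were as follows. Higher in IR were S100a9 (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721), Slfn4 (ENSMUSG00000000204, chromosome 11, 83175186 to 83190216), Isg15 (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818), Ifit3 (ENSMUSG00000074896, chromosome 19, 34583531 to 34588731), S100a8 (ENSMUSG00000056054, chromosome 3, 90668978 to 90670035), Irf7 (ENSMUSG00000025498, chromosome 7, 141262706 to 141266481), Rsad2 (ENSMUSG00000020641, chromosome 12, 26442746 to 26456452) and Ms4a4c (ENSMUSG00000024675, chromosome 19, 11404770 to 11427246). S100a9 had 17.0 CPM in Control and 330 CPM in IR, and Isg15 had 109 and 953 CPM. Log2 ratios of CPM plus 10 ran from 2.41 for Ms4a4c to 3.65 for S100a9. Ms4a4c is itself a gene of the monocyte gate, and S100a8 and S100a9 rose together with the other neutrophil genes. Lower in IR were Ccl8 (ENSMUSG00000009185, chromosome 11, 82115185 to 82116799), Retnla (ENSMUSG00000061100, chromosome 16, 48842551 to 48844461), Hist1h2ap (ENSMUSG00000094777, chromosome 13, 21833026 to 21833507), Top2a (ENSMUSG00000020914, chromosome 11, 98992943 to 99024189), Stmn1 (ENSMUSG00000028832, chromosome 4, 134468320 to 134473843), Pclaf (ENSMUSG00000040204, chromosome 9, 65890237 to 65903266), Ube2c (ENSMUSG00000001403, chromosome 2, 164769898 to 164778822) and Gatm (ENSMUSG00000027199, chromosome 2, 122594467 to 122611303). Ccl8 fell from 398 to 24.5 CPM and Retnla from 1089 to 185 CPM, and the ratios ran from -3.56 for Ccl8 to -1.92 for Gatm. Top2a, Stmn1, Pclaf and Ube2c belong to the cycling genes.

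T cell subsets were compared on T cell-like cells thinned to 1000 UMIs, which left out 72 Control and 30 IR cells. Cells with Cd8a or Cd8b1 and no Cd4 were 36.1% (31.7% to 40.8%) of 451 Control cells and 39.7% (33.5% to 46.1%) of 247 IR cells. Those with Cd4 alone were 9.98% (7.37% to 13.1%) and 11.3% (7.67% to 16.0%), and those with Foxp3 6.43% (4.35% to 9.10%) and 4.05% (1.958% to 7.32%). The intervals overlapped in each case. Over 20 further random thinnings the mean CD4 shares were 9.42% and 8.18%, and IR was higher in 3 of the 20, so the CD4 order was not stable. The CD4 ratio of 1.14 moved most with at least 200 genes as the one cell criterion, to 0.55. Unthinned shares were 43.8% and 40.8% for CD8, 17.0% and 18.1% for CD4, and 12.2% and 9.39% for Foxp3. As background, Cd8a or Cd8b1 was found in 2 of 397 Control (0.504%) and 5 of 451 IR (1.11%) NK cell-like cells, Cd4 in 0 and 1 of them, and Foxp3 in 0 of either. Those NK cell-like cells had median depths of 6272 and 6264 UMIs, against 4326 and 5730 for the T cell-like cells. Summed over T cell-like cells, Gzmb rose from 868 to 2223 CPM and Prf1 from 198 to 429 CPM, while Ifng fell from 328 to 167 CPM and Foxp3 from 52.7 to 32.4 CPM, with no overlap of intervals. Cd8a, Cd4, Pdcd1, Lag3, Havcr2 and Tcf7 had overlapping intervals. All these T cell values leave out the unnamed cluster with mixed T cell and macrophage RNA. It held 258 Control and 239 IR cells, against 523 and 277 in the T cell class. Its leading genes included Icos, Ctla4, Tnfrsf4 and Cd8a, so the subset results may differ with its T cells counted.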

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

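The test on macrophage-gate cells was chosen after its result was seen. The test of free RNA in T cell-like, NK cell-like and DC-like cells was added after the rise in those cells was known, but before its own result.

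Empty droplets, which entered no comparison above, carried more of 3 signals in the IR library than in the Control library. The interferon genes together had 1012 CPM (964 to 1062) in Control and 2400 CPM (2309 to 2493) in IR. S100a8 and S100a9 had 236 CPM and 1042 CPM, and Ly6c2 had 323 CPM and 684 CPM. RNA in empty droplets is free RNA released by cells, so the same genes may rise in cells by carry-over. Free RNA made up an estimated 4.75% of the UMIs of Control and 5.16% of IR monocyte-gate cells, from genes of other lineages. At that share it supplied a median of 2.25% of the IR CPM of the 14 interferon genes, which argues against free RNA as the source of their rise. Macrophage-gate cells taken alone had a median log2 ratio of 1.95. This does not decide whether a larger number of monocytes is the source. A monocyte-like cluster led by Ifit1bl1 and Rsad2 supplied 52 of 1386 Control and 77 of 356 IR cells of that gate. The rise was of like size in T cell-like, NK cell-like and DC-like cells, the lowest median being 1.78 in DC-like cells, where the middle of the random lists ran from -0.17 to 0.21. The share of free RNA in these cells was gauged from all their C1q UMIs, an upper estimate because doublets add to them. At that share free RNA supplied at most a median of 11.6% of the IR CPM of the list in NK cell-like cells, 10.7% in DC-like cells and 34.9% in T cell-like cells, and the medians after subtraction were 1.87, 1.80 and 2.14. These values go with a response shared by monocyte-gate, NK cell-like and DC-like cells. In macrophage-gate cells the part that comes from added monocyte-like cells stays open. In T cell-like cells the part that comes from free RNA or from attached macrophages stays open. Whether the response comes from irradiation or from a difference between 2 single libraries stays open.

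The Ly6c2 signal bears on the monocyte gate. After the expected free RNA was subtracted from each cell, the gate shares were 30.3% and 73.7%, a ratio of 2.44. With gate genes not induced by interferon the ratio was 2.19. Neither free RNA nor interferon induction of the gate genes therefore accounts for the whole difference, and a biological change in the cells recruited remains a hypothesis, untested with 1 library per group.

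For S100a8 and S100a9 in monocyte/macrophage-like cells, free RNA supplied 6.91% and 8.85% of the IR CPM, far from enough. Neutrophil RNA is a candidate source. A share of 0.93% neutrophil RNA in the IR class would give the S100a9 rise, and the other abundant neutrophil genes rose by a median of 1.75 times the amount that share predicts. Retnlg rose by 1.19, G0s2 by 1.45 and Cxcr2 by 1.39 times that amount, while Trem1, at 9.47 times, and Il1r2, at 5.72 times, rose more than neutrophils would bring. The S100a8, S100a9 and Cxcr2 values of the class may therefore come from a few neutrophils or neutrophil doublets.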

How the results depend on the processing

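Among the alternatives, 3 were chosen after the data were examined: the denominator of named immune cells, counting the unnamed macrophage-marker cluster in its class, and counting the unnamed cluster with T cell and macrophage RNA in the T cell class. The Scrublet automatic threshold removed 0 cells and so gave the values of no doublet removal. No paired analysis was possible because there was 1 library per group.

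Of the main results, 121 alternative values counted as unchanged and 24 left the 95% interval of the value reported. The 121 include the numbers of named genes shared with the main list, which have no interval. Among the main results, no difference whose interval excluded no change was reversed. The T cell ratio ran from 0.65 to 0.79 under the alternatives that left the mixed cluster out and was 0.92 with it counted in, where the added cells themselves account for the change. In that cluster T cells and doublets were not separated. The DC ratio ran from 1.41 to 1.63 and the neutrophil ratio from 6.47 to 8.69. The Ythdf2 log2 ratio in monocyte-gate cells ran from -0.24 to 0.01 and the p53 median from -0.15 to 0.09, both on either side of 0 and within their intervals. At least 6 of the 8 genes named in each direction stayed among the 8 under each alternative run.

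The ratio of monocyte/macrophage shares was 0.79 at Louvain resolution 0.4, 0.81 with the unnamed cluster counted, 0.85 with named immune cells as the denominator and 1.06 with at most 10% mitochondrial UMIs, so no direction is given for this share. The resolution and the added cluster change which cells belong to the class. The NK ratio was 1.40 with named immune cells as the denominator.

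The monocyte-gate ratio was 2.26 with at most 10% mitochondrial UMIs, 2.19 with monocyte genes not induced by interferon, 3.60 with at least 1 UMI of Ly6c2 and none of C1qa and 2.83 with clusters named monocyte. The cycling ratio was 0.21 without thinning, where deeper cells pass the UMI minimum more easily. The CD4 ratio changed side, from 1.14 to 0.55 with at least 200 genes and no other cell call and to 0.70 without doublet removal (0.70 with the automatic threshold), and the small counts and the random thinning limit it.

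The NF-kB median was 0.75 over all monocyte/macrophage cells, and the interferon median 2.48 over all such cells and 2.10 with the unnamed cluster counted. The MHC class II median was -0.63 with at most 10% mitochondrial UMIs, -0.62 without doublet removal (-0.62 with the automatic threshold), -0.45 with TMM scaling, -0.60 without mitochondrial and ribosomal protein genes in the total, -0.91 over all monocyte/macrophage cells and -0.69 with the unnamed cluster counted. Using all cells in place of the gate adds the shift from macrophages to monocytes, and the cause was not tested for the others.

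Of 75 values of single genes and smaller classes, 55 changed size under at least 1 alternative. Among values whose exact conditional interval excluded no change, the reversals were Il10, at -0.43, and Cxcl16, at -0.20, over all monocyte/macrophage cells in place of the gate. Values whose interval included no change also changed sign, among them Nr4a1 to 0.56 and Cxcr4 to 0.43 over all these cells, and Ccl5 to -0.15 with at most 10% mitochondrial UMIs. Il10 rested on 18 Control and 79 IR UMIs in the gate.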

Other observations

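The tests of mixed barcodes and of large cells without Ptprc were chosen after the patterns were seen, and the test of cycling before.

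One sample label names a CD45+CD11b+Ly6Chi sort, yet T, NK and B cell-like cells together made up 20.1% (19.0% to 21.3%) of Control and 22.1% (20.7% to 23.6%) of IR cells. No UMI of Ddx3y, Eif2s3y, Kdm5d or Uty was found in the kept cells or the empty droplets of either library. Xist was at 607 and 502 CPM in the kept cells.

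The lower cycling share in IR might reflect fewer macrophages in the class. Within macrophage-gate cells, 20.9% (18.7% to 23.1%) of 1386 Control and 5.06% (3.02% to 7.87%) of 356 IR cells were cycling, a ratio of 0.24, so the shift between gates was not the whole cause. A radiation effect on dividing cells, or arrival of cells that do not divide, stays open and was not tested.

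Barcodes with both T cell and macrophage RNA were common before doublet removal. With at least 5 T cell UMIs, under 3 NK UMIs and at least 20 macrophage UMIs there were 302 in Control and 121 in IR, or 45.0% and 31.5% of T cell barcodes, against 23.3% and 12.8% of NK barcodes. The odds ratios were 2.70 and 3.13. Under another definition, with no limit on NK UMIs in T cell barcodes, they were 1.94 and 2.29, and with no limit on T cell UMIs in NK barcodes 2.92 and 2.20. T cell barcodes with macrophage RNA had medians of 13377 and 19535 UMIs, against 4088 and 6245 without it, and doublet removal took out 23.2% and 16.5% of them. Random pairing in droplets, attachment of T cells to macrophages and clumps left by dissociation cannot be told apart, because 69.3% of Control and 73.7% of IR NK barcodes carry T cell UMIs and the odds ratio depends on which are counted.

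A fibroblast-like cluster of large cells (71 Control and 87 IR cells, medians of 23414 and 35627 UMIs) had Ptprc, which encodes CD45, at 3.26 and 3.53 CPM. Xist was at 10.9 and 2.94 CPM, against 638 and 558 CPM in all other cells. Tumor cells that passed the sort are a candidate source, for which low Xist together with high Krt8 and Krt18 had been predicted. The Xist part held and the keratin part failed, since Krt18 was at 0 CPM in the cluster in both libraries and Krt8 had 2 UMIs in Control and 0 in IR. The low Xist argues against stromal cells of the mice, since the other cells carried Xist and no Y-linked UMI was found. The fibroblast genes Col3a1 (2337 and 1054 CPM) and Dcn (757 and 597 CPM) were high in the cluster. The keratins do not decide on tumor cells, because these data do not show whether the tumor line expresses them, and the source stays open.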
